# NBAT1 suppresses breast cancer metastasis by regulating DKK1 via PRC2

**DOI:** 10.18632/oncotarget.5609

**Published:** 2015-09-10

**Authors:** Pengnan Hu, Junjun Chu, Yanqing Wu, Lijuan Sun, Xiaobin Lv, Yinghua Zhu, Jingjing Li, Qiannan Guo, Chang Gong, Bodu Liu, Shicheng Su

**Keywords:** LncRNA, NBAT1, breast cancer, metastasis

## Abstract

Long noncoding RNA NBAT1 (neuroblastoma associated transcript 1) regulates cell proliferation and invasion by interacting with PRC2 (polycomb repressive complex 2) member EZH2 (enhancer of zeste 2). Decreased expression of NBAT1 is associated with poor clinical outcome in neuroblastomas. However, the roles of NBAT1 in other cancers remain unknown. Here, we report that NBAT1 is down-regulated in various types of cancer. Particularly, reduced NBAT1 in breast cancer is associated with tumor metastasis and poor patient prognosis. In vitro, ectopic NBAT1 inhibits migration and invasion of breast cancer cells. Mechanistic study shows that NBAT1 is associated with PRC2 member EZH2 and regulates global gene expression profile. Among them, DKK1 (dickkopf WNT signaling pathway inhibitor 1) is found to be regulated by NBAT1 in a PRC2 dependent manner, and is responsible for NBAT1's effects in inhibiting migration and invasion of breast cancer cells. Taken together, our study demonstrates that long noncoding RNA NBAT1 is a potential breast cancer prognostic marker, as well as a potential therapeutic target to inhibit breast cancer metastasis.

## INTRODUCTION

Long non-coding RNAs (lncRNAs) have emerged as new regulators for cancer biology by participating in both oncogenic and tumor suppressing pathways. Previous studies have demonstrated the potential involvement of lncRNAs in the formation and progression of multiple types of cancer, including breast cancer [1]. For example, oncofetal H19 RNA [2] and TreRNA promote breast cancer metastasis by inducing Epithelial-Mesenchymal Transition (EMT) of cancer cells [3]. Conversely, NKILA (NF-κB Interacting LncRNA) inhibits breast cancer progression and metastasis by suppressing NF-κB activation [4]. Therefore, lncRNAs may play critical roles in breast cancer biology, including metastasis.

EZH2 is a major component of Polycomb Repressive Complex 2 (PRC2), which is regulated by several lncRNAs, such as Xist (X inactive specific transcript) [5], and HOTAIR (HOX transcript antisense RNA) [6]. Tissue microarray analysis demonstrated that EZH2 protein levels were strongly associated with aggressiveness of breast cancer. On the other hand, over-expression of EZH2 in immortalized human mammary epithelial cell lines promotes anchorage independent growth and cell invasion [7]. Furthermore, there are evident associations between EZH2 and markers of tumor cell proliferation, as well as the phenotypes of aggressive diseases [8]. In addition, new findings have demonstrated that aberrant up-regulation of EZH2 expression in neuroblastoma cells lead to silencing of several tumor suppressors, which contributed to the oncogenesis and maintenance of the undifferentiated phenotype of neuroblastoma tumors [9].

NBAT1 is identified in neuroblastoma as a tumor-suppressing lncRNA. Loss of NBAT1 contributes to the aggressiveness of neuroblastoma by promoting proliferation and by impairment of differentiation of neuronal precursors [10]. Furthermore, interaction of NBAT1/EZH2 is indespensible for NBAT1's function in suppressing expressions of its target genes, which are implicated in cell proliferation and cell migration [11]. However, NBAT1's roles in other cancers remain unknown. Therefore, in the present study, we explored the functions and mechanisms of NBAT1 in breast cancer.

## RESULTS

### NABT1 reduction predicts poor clinical outcomes in breast cancer patients

By analyzing the expression of NBAT1 in the lncRNA expression database lncRNAtor, which is based on The Cancer Genome Atlas (TCGA) [12], we found that NBAT1 expression was down-regulated in the cancerous tissues compared to their normal counterparts. This was observed in many types of cancers including invasive breast cancer, lung squamous cell carcinoma, hepatic cell carcinoma, chromophobe renal cell carcinoma, and lung adenocarcinoma (Figure 1a). We then focused on breast carcinoma for in-depth investigations. In an analysis based on multiple data sets collected from a previous study [12], NBAT1 expression was significantly lower in cancerous breast tissues than in normal ones (*p* < 0.001). Additionally, NBAT1 was negatively correlated with ER (*p* < 0.001) and PR (*p* < 0.001) expressions, and was also lower in patients who had received combined treatments of Hormone Replacement Therapy (HRT) and chemotherapy than chemotherapy alone (Table 1). To further validate these findings, we have analyzed data retrieved directly from TCGA involving 814 patients. In accordance to the previous findings, the expressions of NBAT1 in breast cancers were significantly lower than those in normal breast tissues (*p* < 0.001) (Figure 1b). Reduced NBAT1 was also significantly correlated with lymph node metastasis, as well as post-menopause status (Table 2). More importantly, Kaplan-meier survival analysis based on NBAT1 expression showed that low NBAT1 expression was correlated with poorer patient survival (Figure 1c). Taken together, these data indicated that down-regulation of NBAT1 expressions in breast cancer tissues was correlated with metastasis and poor patient prognosis.

**Figure 1:**
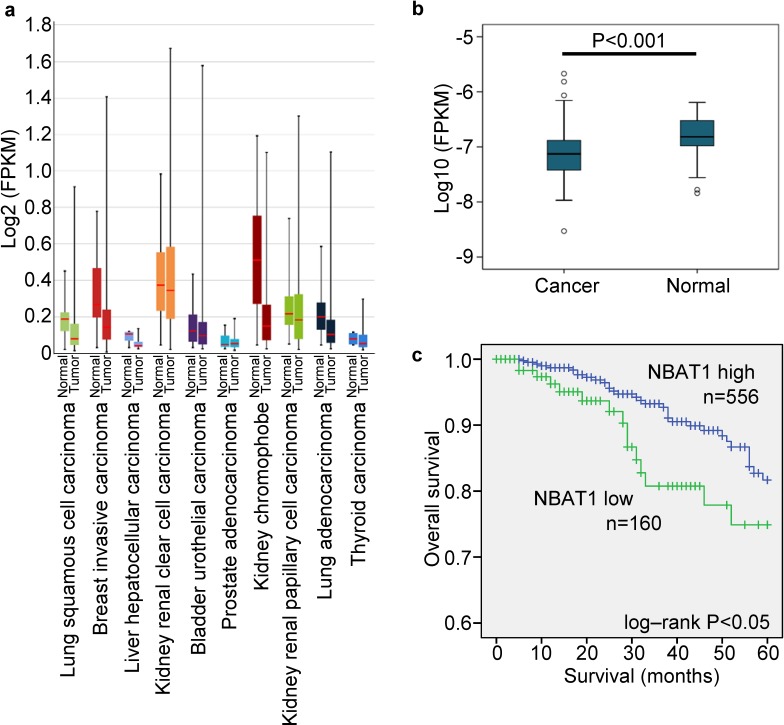
NBAT1 reduction predicts poor clinical outcome in breast cancer patients **a**. The expression of NBAT1 in different tumor. **b**. The expression of NBAT1 in breast cancer and normal breast tissue. **c**. Kaplan-Meier survival curve of patients with breast cancer with low and high NBAT1.

**Table 1:** Dataset of NBAT1 Differential Expression

Dataset Title	Sample Count	Data Source	P-value	Compare (A vs B)	FoldChange (A over B)
Breast invasive carcinoma: Breast carcinoma estrogen receptor status	754	TCGA	2.60E-08	Negative vs Positive	1.38
Breast invasive carcinoma: Combination of Chemotherapy and Hormone therapy	328	TCGA	3.62E-02	Chemotherapy vs Hormone therapy,chemotherapy	1.36
Breast invasive carcinoma: Drug Arimidex or not	325	TCGA	6.53E-02	Arimidex vs No_Arimidex	0.8
Breast invasive carcinoma: Normal vs Tumor	894	TCGA	9.03E-14	Normal vs Tumor	2.01
Breast invasive carcinoma: Progesterone receptor status	751	TCGA	5.70E-06	Negative vs Positive	1.27
Uterine corpus endometrioid carcinoma: Histological type	301	TCGA	4.72E-04	Endometrioid endometrial adenocarcinoma vs Serous endometrial adenocarcinoma	0.47
Uterine corpus endometrioid carcinoma: Person neoplasm cancer status	283	TCGA	2.72E-02	Tumor free vs With tumor	0.37

**Table 2:** Correlation of NBAT1 Expressing with Clinicopathological Status in 716 Cases of Patients with Breast Cancer

clinicopathological status	NBAT1		χ^2^	P value
	high	low		
T				
1	156	38	3.39	0.335
2	326	94		
3	53	19		
4	18	9		
Indeterminate^2^	2	1		
N				
0	269	63	7.09	0.069
1	187	55		
2	63	27		
3	26	12		
Indeterminate^2^	10	4		
M				
0	511	140	1.20	0.272
1	10	5		
Indeterminate^2^	35	15		
stage				
1	96	22	6.70	0.082
2	324	85		
3	111	45		
4	9	5		
Indeterminate^2^	14	5		
ER				
(−)	124	34	0.04	0.847
(+)	409	117		
Indeterminate^2^	24	8		
PR				
(−)	175	46	0.35	0.554
(+)	355	105		
Indeterminate^2^	21	14		
HER2				
(−)	302	74	1.41	0.236
(+)	88	29		
Indeterminate^2^	168	55		
LN metastasis				
(−)	269	63	4.17	0.041
(+)	276	94		
Indeterminate^2^	10	4		
menopause status^1^				
Peri	23	5	14.49	0.002
Post	330	121		
Pre	140	25		
Indeterminate^2^	63	9		

1 menopause status, Indeterminate: neither Pre or Postmenopausal, Peri: 6-12 months since last menstrual period, Post: prior bilateral ovariectomy OR >12 mo since LMP with no prior hysterectomy, Pre: <6 months since LMP AND no prior bilateral ovariectomy AND not on estrogen replacement.

2 Statistics do not include Indeterminate group)

### NBAT1 inhibits migration and invasion of breast cancer cells

To further investigate the roles of NBAT1 in breast cancer, we examined the expressions of NBAT1 in immortalized non-tumorigenic human mammary epithelial cell lines and breast cancer cell lines with different invasive potentials. Compared with mammary epithelial cell lines, NBAT1 expression was down-regulated in the breast cancer cells (Figure 2a). Furthermore, expression of NBAT1 was negatively associated with invasive potential of breast cancer cell lines. The cells with higher migration potentials (MDA-MB-231, MDA-MB-436 and BT-549) expressed significantly lower NBAT1 compared to cells with lower migration potentials (MCF7, T-470, ZR-75-1, BT-474, SK-BR-3 and MDA-MB-453) (Figure 2a).

**Figure 2:**
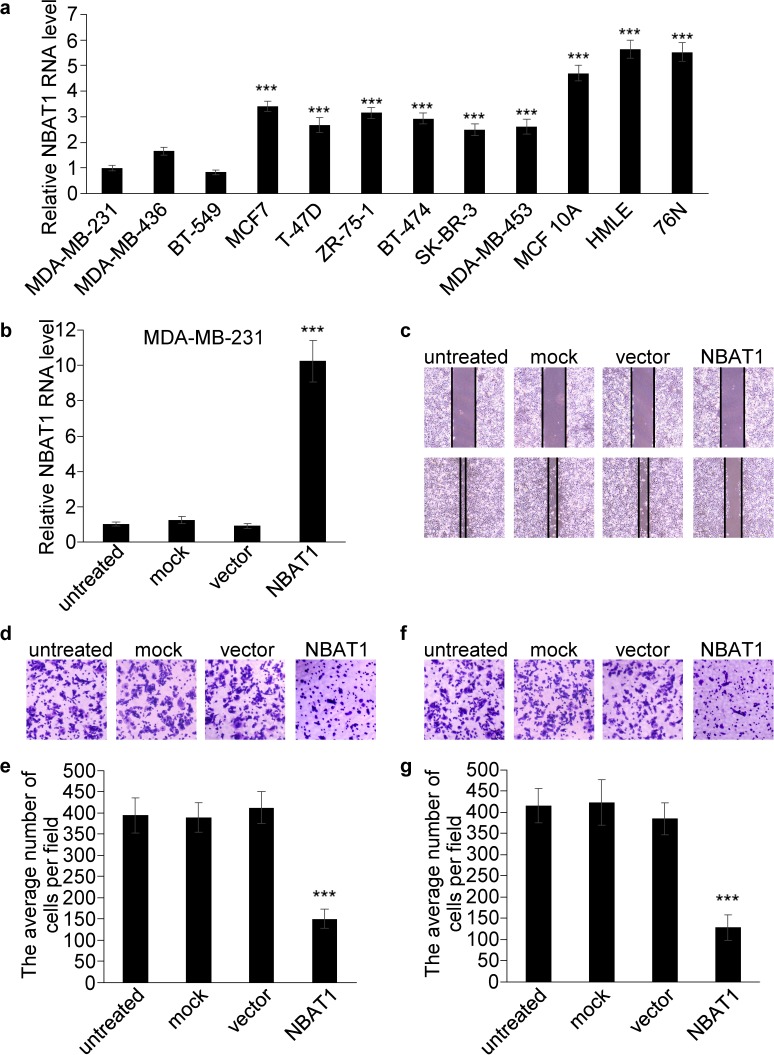
Over-expression NBAT1 inhibits the migration and invasion of MDA-MB-231 **a**. The expression levels of NBAT1 were determined by using real-time PCR in breast cancer cell lines with high (MDA-MB-231, MDA-MB-436 and BT-549) and low (MCF7,T-47D,ZR-75-1, BT-474, SK-BR-3 and MDA-MB-453) invasion potential, and in breast epithelial lines (MCF 10A, HMLE and 76N). **b.** The expression levels of NBAT1 were determined in MDA-MB-231 with over-expression NBAT1. (mean±SD, n=3, *** p < 0.001 versus MDA-MB-231) **c**. MDA-MB-231 transfection of NBAT1 decreased directional migration compared to empty vector transfected, mock or untreated cells (controls) in wound healing assays. **d.**, **f.**, Representative images are shown of a Boyden chamber assay for migrated (d) and invaded (f) MDA-MB-231 cells transfected with untreated, mock, vector or NBAT1. **e.**, **g**., Histogram showing that the number of migrated (e) and invaded (g) cells transfected with NBAT1 was significantly lower than for control groups (untreated, mock and vector, mean±SD, n=3, *** P < 0.001).

The correlation of NBAT1 expression with invasiveness suggests NBAT1 might be involved in the regulation of invasiveness of breast cancer cells. We further investigated whether NBAT1 mediates breast cancer cell migration and invasion using Boyden chamber assay with or without Matrigel coating, respectively, as well as the wound healing assay. We ectopically expressed NBAT1 in highly invasive MDA-MB-231 cells with pcDNA 3.1 vector (Figure 2b). Wound healing and transwell assays suggested that exogenous NBAT1 suppressed both migration and invasion of MDA-MB-231 cells (Figure 2c-2g). On other hand, silencing NBAT1 by siRNAs in MCF7 cells significantly reduced NBAT1 expression levels (Figure 3a), which was accompanied by significantly increased migration and invasion of MCF7 cells (Figure 3b-3f). These data suggest that NBAT1 represses breast cancer cell migration and invasion.

**Figure 3:**
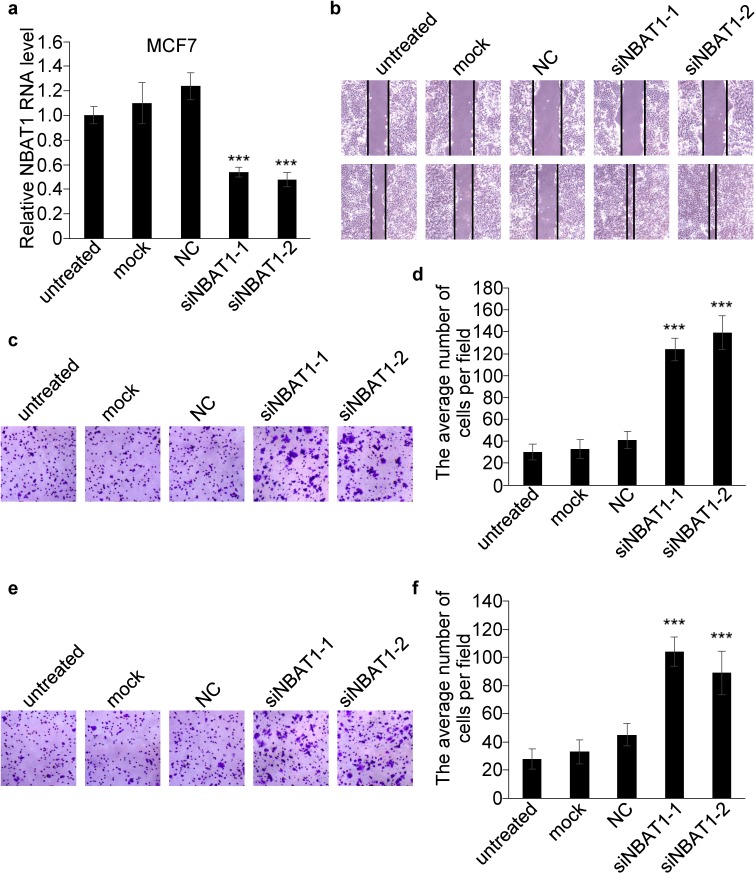
Silencing NBAT1 promotes migration and invasion of MCF7 cells **a**. The expression levels of NBAT1 were determined in MCF7 with knock down NBAT1. **b**. Knock-down NBAT1 increased directional migration compared to NC, mock or untreated cells (controls) in wound healing assays. **c.**, e., Representative images are shown of a Boyden chamber assay for migrated (c) and invaded (e) MCF7 cells transfected with untreated, mock or siRNA-NC or siNBAT1. **d.**, **f.**, Histogram showing that the number of migrated (d) and invaded (f) cells with knock-down NBAT1 was significantly higher than for control groups (untreated, mock and vector, mean±SD, n=3, *** P < 0.001).

### Over-expression of NBAT1 in MDA-MB-231 cells results in global gene expression profile change

To further investigate the mechanisms of how NBAT1 represses migration and invasion of breast cancer cells, we explored global gene expression changes affected by forced expression of NBAT1 in MDA-MB-231 cells by microarrays. 

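The microarray experiment compared MDA-MB-231 cells, an invasive breast cancer cell line, transfected with the vector carrying NBAT1 or with the empty vector. It held 6 arrays, 3 labelled NBAT1 and 3 labelled vector. The paper gives 72 h between transfection and harvest, and the sample labels give 3 days. Each array carried 45015 spots of probes of up to 60 bases, and 43376 of the spots, with 41000 distinct probes, were not controls. RNA was labelled with Cy3 alone, and Agilent's Feature Extraction software read the scans and subtracted the background within each array. On the vector arrays 70.9% to 72.7% of the spots were well above background, and on the NBAT1 arrays 71.7% to 73.7%. The median signal was 100.6 to 113.0 (median 109.3) on the vector arrays and 100.5 to 110.2 (median 103.9) on the NBAT1 arrays, with 0 saturated spots on each array. Only 3 arrays a group limit the precision, and the p-values of single genes measure the spread between these samples.

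The transcript of NBAT1 itself was not followed, because 0 probes were named for it or listed its RefSeq accession. Probes were not searched by sequence or position. The labels were therefore not checked on the transfected gene. By the labels, the changes ran opposite to the direction the paper gives: DKK1, which the paper reports as higher after forced expression of NBAT1, was lower on the arrays labelled NBAT1. Signed values here are the arrays labelled NBAT1 minus the arrays labelled vector, and groups are named by these labels throughout.

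Each array's log2 signal was set relative to its 75th percentile, and spots with an outlier flag were left out. A probe was tested if it was well above background on every array of at least 1 group, and a gene was represented by its brightest tested probe. Log2 fold changes, standard errors and p-values came from limma, adjusted by the method of Benjamini and Hochberg. Where a group was not well above background on any array, the fold is given as a lower bound, from the mean of the brighter group against the lowest signal well above background on each array of the dimmer group, or the dim probe's own signal where that was higher. This bound holds for the background subtraction used here, and another correction can give a smaller fold. The arrays lay on 2 slides. The 3 vector arrays and NBAT1 replicate 1 shared slide 1, and NBAT1 replicates 2 and 3 lay on slide 2, which held no vector array and gives no value of its own. A fit with the slide as a block therefore equals the contrast within slide 1, of 1 NBAT1 array against 3 vector arrays. Its value is given beside the results as the value within slide 1. The p-values of that fit draw their spread from the vector arrays and from NBAT1 replicates 2 and 3, not from replicate 1. The correlation of log2 signals was at least 0.9955 between arrays of one label and at most 0.9653 between arrays of different labels.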

The results showed a significant global change in gene expression caused by over-expression of NBAT1, with 1594 genes down-regulated and 975 up-regulated at a cut-off of 2.0 folds (Figure 4a). 

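In the fit reported here, most of the genes above background differed between the labels. Of 20357 genes tested, 7034 were higher and 6819 lower on the arrays labelled NBAT1, and 6504 did not pass the test at an adjusted p under 0.05 from limma. At a change of at least 2-fold, 1775 of the genes that passed were higher and 1006 were lower. By the fold alone, without a test, these counts were 1788 and 1022. The largest rise was that of GDF15, a stress-induced secreted cytokine of the TGF-beta superfamily, with a log2 fold change of 6.62 (standard error 0.07, adjusted p = 5.51e-07), which is 98.4-fold. Its log2 level relative to the 75th percentile was 6.84 ± 0.08 (SD, n = 3) on the arrays labelled NBAT1 and 0.22 ± 0.08 (SD, n = 3) on those labelled vector.

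Among the other large rises, RAB11FIP4, an effector of RAB11 in endosomal recycling, had a log2 fold change of 4.41 (standard error 0.12, adjusted p = 2.29e-06), with 0.95 at its least changed probe. EGR1, an immediate early transcription factor, changed by 4.11 (standard error 0.26, adjusted p = 2.58e-05; 4.53 within slide 1). CH25H, which makes 25-hydroxycholesterol, changed by 4.00 (standard error 0.08), and PPARGC1A, a coactivator of mitochondrial biogenesis, by 3.95 (standard error 0.15). HSPA6, a strictly inducible heat shock protein, rose by 3.53 (standard error 0.11, adjusted p = 3.06e-06). STON1, YPEL2 and CLEC2B rose by 3.91, 3.76 and 3.52 on the log2 scale. Genes not well above background on the arrays labelled vector included CYRIA, at least 22.3-fold higher, CYTIP, at least 13.8-fold, RNF150, at least 10.2-fold, GREB1, at least 9.15-fold, and SIPA1L2, at least 8.11-fold, each passing the test. Their smallest log2 fold changes over the alternative settings were 1.93, 1.44, 1.18, 1.01 and 0.91 in that order, so these bounds do not hold in every setting.

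Among the largest falls, RIMS2 had a log2 fold change of -4.08 (standard error 0.06, adjusted p = 1.31e-06) and ADAMTS6, a secreted metalloprotease, of -3.96 (standard error 0.11). UHRF1, which maintains DNA methylation during replication, changed by -3.36 (standard error 0.06, adjusted p = 1.34e-06; -3.42 within slide 1), a 10.2-fold fall. AMOTL2, a target and regulator of YAP, changed by -3.22 (standard error 0.07), CENPE, a kinetochore motor protein, by -3.17 (standard error 0.11), and TGFB2 by -3.00 (standard error 0.10). RFLNA, FLG and DMBT1 had log2 fold changes of -2.99, -2.94 and -2.87. On the arrays labelled NBAT1, CCDC190 was not well above background and at least 27.1-fold lower, ZNF367 at least 8.88-fold, ITGBL1 at least 7.38-fold, CCNE2, which encodes cyclin E2, at least 7.32-fold, and SH2D1B at least 4.95-fold. Over the alternative settings their log2 fold changes shrank to as little as -2.22, -1.36, -1.03, -1.22 and -0.99 in that order.

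For 15020 genes (73.8%; chance gives 10% with 3 against 3), every array of one label was above every array of the other. Of 2759 genes that passed at 2-fold and were measured within slide 1, 100% kept their direction there. The fit that picked them shares these arrays, which favours this outcome. With genes of a group not well above background at their lower bound, 1661 genes were at least 2-fold higher and 974 at least 2-fold lower. A minority of the genes passed with no filter on dim probes (6752 higher and 6170 lower of 29064) or after normexp background correction, which compresses dim signals (4190 and 4510 of 20357, or 726 and 492 at 2-fold).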

To further identify the cellular functions which are regulated by NBAT1, we conducted a pathway-network analysis. The results suggested that forced expression of NBAT1 affected WNT signaling pathway, TGF-beta signaling pathway, and MAPK signaling pathway, etc. 

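In the pathways named here, members went both ways, and none of the lists shifted against the other genes in the camera test. Of 43 tested Wnt ligands, receptors and intracellular components, 16 were higher on the arrays labelled NBAT1, 11 were lower and 16 did not pass the test. TCF7L1, a repressor at Wnt target genes, rose with a log2 fold change of 2.37 (standard error 0.06, adjusted p = 1.83e-06 from limma), and FZD5, a Wnt receptor, with 1.33 (standard error 0.07). ROR1, a Wnt5a receptor, fell with -1.39 (standard error 0.07; its least changed probe gave -0.06), and the co-receptor LRP6 with -0.67 (standard error 0.05). Among 12 secreted and membrane Wnt inhibitors, 4 were higher, 3 lower and 5 not called. FRZB and KREMEN1 rose with 2.55 (standard error 0.13) and 1.46 (standard error 0.06), while DKK1 and DKK3 fell, DKK3 with -1.32 (standard error 0.09). Of 17 beta-catenin target genes, 9 were higher, 3 lower and 5 not called. VEGFA rose with 1.63 (standard error 0.06), and CCND1, which encodes cyclin D1, fell with -2.11 (standard error 0.12, adjusted p = 1.82e-05), as did FOSL1 with -0.98 (standard error 0.08).

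The TGF-beta and BMP list had 16 genes higher, 17 lower and 10 not called of 43. TGFB3 was at least 5.25-fold higher (adjusted p = 6.58e-06), since it was not well above background on the arrays labelled vector, and ACVR1, a BMP type I receptor measured on 2 of the vector arrays, rose with a log2 fold change of 1.63 (standard error 0.05). FST, which encodes the activin inhibitor follistatin, fell with -2.62 (standard error 0.04, adjusted p = 1.31e-06), alongside TGFB2. Of 63 MAPK pathway components and feedback genes, 31 were higher, 18 lower and 14 not called. DUSP5, a phosphatase of ERK measured on 2 of the arrays labelled NBAT1, rose with 2.30 (standard error 0.09) and the kinase PAK1 with 1.25 (standard error 0.09). The growth factor genes BDNF and FGF1 fell with -2.40 (standard error 0.17) and -1.60 (standard error 0.24; -1.01 within slide 1).

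The median log2 fold change was 0.05 for the Wnt components (0.03 within slide 1), 0.12 for the inhibitors (0.18), 0.19 for the beta-catenin targets (0.18), 0.03 for TGF-beta and BMP (0.05) and 0.17 for MAPK (0.15). The camera set test of limma gave adjusted p = 0.601, 0.867, 0.322, 0.83 and 0.447 in that order, and 0.764, 0.764, 0.358, 0.872 and 0.544 within slide 1. None was over-represented among the genes at least 2-fold higher or lower by Fisher's exact test (smallest adjusted p = 0.174, for TGF-beta and BMP among the lower genes). The mean ran against the median for the inhibitors (-0.11, camera up) and for TGF-beta and BMP (-0.10, camera down). The counts of called genes were identical when adjusted over the list alone. Camera asks for a shift one way, and Fisher's test took higher and lower genes apart. Whether a list held many changed genes of both directions together was not tested. The lists were written from textbook knowledge with the pathways of Fig. 4b in view, and the pathway database behind Fig. 4b was not used here. After normexp background correction the call of TGFB3 ended (log2 fold change 0.37, adjusted p = 0.212, with 7.15e-07 to 0.212 over its alternatives). From the pathway network, the paper proposes that forced expression of NBAT1 affected Wnt, TGF-beta and MAPK signaling.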

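Of the other pathways drawn in Fig. 4b, cell cycle genes moved together most clearly. Of 38 genes of G1/S and DNA replication, 36 were lower on the arrays labelled NBAT1, 1 was higher and 1 did not pass the test. The list fell as a set with a median log2 fold change of -1.40 (-1.44 within slide 1, camera adjusted p = 3.71e-13, adjusted p = 0.346 with an estimated correlation). UHRF1 and CCNE2 were among its largest falls, and the exception was CCND2, which encodes cyclin D2, at 2.40 (standard error 0.43, adjusted p = 0.00279), well above background on 1 of the 3 vector arrays. Among 34 genes of G2/M and mitosis, 29 were lower (30 over the list alone), 2 (CDC25B and CKS2) higher and 3 not called, with a median of -0.63 (-0.67 within slide 1). That list fell with a camera adjusted p = 2.18e-07, and adjusted p = 0.561 with an estimated correlation. CENPF, a kinetochore protein, fell with -1.96 (standard error 0.10, adjusted p = 1.36e-05), next to CENPE, and CDC25B rose with 0.52 (standard error 0.10; 0.34 within slide 1). Of 28 replication-dependent histones, 25 were lower, 1 higher and 2 not called (27 lower when adjusted over the list alone), with a median of -0.46 (-0.52 within slide 1). The histones fell with a camera adjusted p = 1.03e-05, and adjusted p = 0.346 with an estimated correlation, and H4C2 and H3C10 had log2 fold changes of -1.23 (standard error 0.06) and -1.08 (standard error 0.06).

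Genes of the p53 pathway and immediate early genes, which act in the MAPK response, were mostly higher. Of 26 p53 target genes, 19 were higher, 4 lower and 3 not called, and the list rose with a median of 0.38 (0.40 within slide 1, camera adjusted p = 0.00973, adjusted p = 0.539 with an estimated correlation). CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, rose with 2.09 (standard error 0.09, adjusted p = 6.69e-06). BBC3, a BH3-only inducer of apoptosis, rose with 1.82 (standard error 0.11), but its probes ranged from -0.19 to 1.82. It was not called with the outlier spots kept (-0.02) or in the authors' value table (-0.07), with adjusted p from 4.66e-07 to 0.872 over its alternatives. PLK2 fell with -1.79 (standard error 0.07). Of 25 immediate early genes, 20 were higher, 3 lower and 2 not called. They rose with a median of 1.23 (1.21 within slide 1, 0.86 with 3 members at their lower bound, 0.52 with each probe counted; camera adjusted p = 0.000542, adjusted p = 0.561 with an estimated correlation). EGR2 was at least 7.32-fold higher (adjusted p = 0.000173; 0.0781 after normexp, with 1.21e-05 to 0.0781 over its alternatives), while CCN1 and CCN2, matricellular targets of YAP, fell with -3.17 (standard error 0.11, 2 vector arrays measured) and -2.64 (standard error 0.05).

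Adhesion genes ran lower and cytokine receptor genes higher. Of 57 genes of integrins, focal adhesion and extracellular matrix, 29 were lower, 10 higher and 18 not called, and the list fell with a median of -0.25 (-0.33 within slide 1, camera adjusted p = 0.0211, adjusted p = 0.711 with an estimated correlation). THBS1, which encodes thrombospondin-1, fell with -1.96 (standard error 0.05, adjusted p = 1.8e-06) and CAV1 with -1.44 (standard error 0.06), while SPP1, which encodes osteopontin, was at least 2.26-fold higher (adjusted p = 0.62 after normexp, where its log2 fold change was 0.17, with 2.01e-06 to 0.62 over its alternatives). The 50 cytokine receptors and JAK-STAT components had 28 genes higher, 10 lower and 12 not called (29 higher over the list alone). They rose with a median of 0.26 (0.27 within slide 1, 0.12 after normexp, camera adjusted p = 0.0252, adjusted p = 0.346 with an estimated correlation). The chemokine receptor CXCR4 rose with 2.18 (standard error 0.06, adjusted p = 2.26e-06), and IL7R fell with -2.50 (standard error 0.07). Of 31 genes of antigen processing and presentation, 20 were higher, 6 lower and 5 not called, with a median of 0.40 (0.32 within slide 1, camera adjusted p = 0.0401, adjusted p = 0.689 with an estimated correlation). HSPA1A, an inducible heat shock protein, rose with 1.19 (standard error 0.07).

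The other pathways of the network did not pass the camera test in the fit reported here. By Fisher's exact test, however, genes at least 2-fold higher were over-represented among cytokines (14 of 45, adjusted p = 0.000166), PPAR signalling and fatty acid metabolism (9 of 32, adjusted p = 0.00684) and calcium signalling (10 of 43, adjusted p = 0.0156). That test takes genes as independent of each other, so its p-values do not measure the spread between arrays. It was not rerun under the alternatives. Histones and adhesion genes, called by camera, were not over-represented among the genes at least 2-fold lower (adjusted p = 0.141 and 0.773), nor was antigen presentation among those higher (adjusted p = 1). Cytokines (45 genes: 21 higher, 13 lower) had a median of 0.17 (0.09 within slide 1, camera adjusted p = 0.169), ErbB receptors and ligands (14 genes: 7 higher, 3 lower) of 0.15 (0.18, adjusted p = 0.601), and axon guidance genes (46 genes: 13 higher, 19 lower, 14 higher over the list alone) of -0.13 (-0.07, adjusted p = 0.322). Calcium signalling genes (43 genes: 15 higher, 19 lower) had a median of -0.15 (-0.10, camera adjusted p = 0.601), and PPAR signalling and fatty acid metabolism (32 genes: 17 higher, 7 lower) of 0.25 (0.22, adjusted p = 0.051). The PPAR list stayed short of the threshold in 9 of 20 camera alternatives and passed in the others, with adjusted p = 0.00401 after normexp and 0.0221 in the authors' value table (0.00401 to 0.711 over these). The counts not given here for a list alone equalled those over all genes. The call of JAK-STAT ended within slide 1 (adjusted p = 0.0731), with each probe counted (0.0667) and without NBAT1 replicate 2 (0.0536) or 3 (0.0674), and that of antigen presentation within slide 1 (0.0855), with the mean of a gene's probes (0.0656) and without vector replicate 1 (0.0628), vector replicate 2 (0.0615) or NBAT1 replicate 2 (0.0536). The call of focal adhesion ended in the authors' value table (0.0511), and over the camera alternatives, estimated correlation included, adjusted p ran from 0.00401 to 0.346, 0.00309 to 0.689 and 0.00237 to 0.711 for these lists.

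**Figure D1:**
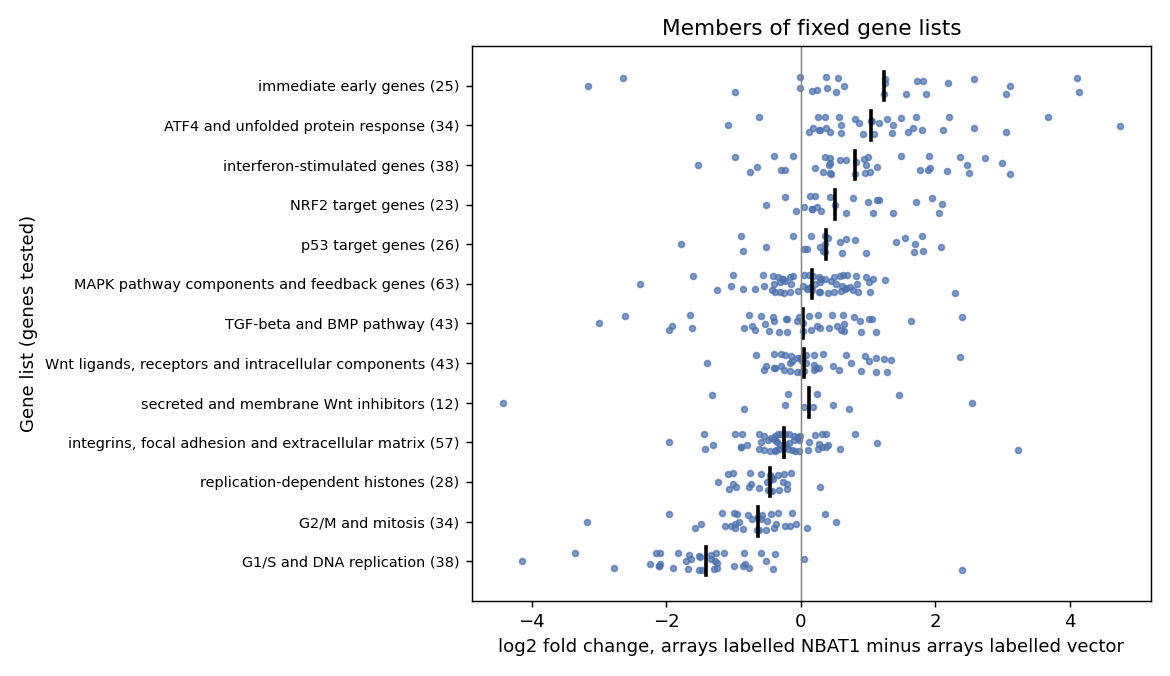
Log2 fold change (x axis, arrays labelled NBAT1 minus arrays labelled vector) of each tested member of 13 gene lists, with the number tested in brackets. Each point is 1 gene and the black bar is the list's median, which runs from -1.40 for G1/S and DNA replication to 1.23 for immediate early genes.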

(Figure 4b). As was previously reported, NBAT1 regulates gene expression by modulating the functions of PRC2. Among them, we further checked the expression levels of DKK1, PRLR, NUPR1, PTGS2, WNT11 by qRT-PCR and the results were consistent with the array (Figure 4c). Moreover, DKK1, an inhibitor of WNT signaling pathway, was found to be the second highest fold-changed gene.

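Of the 5 genes checked by qRT-PCR, DKK1 and PRLR were lower, NUPR1 and PTGS2 were higher and WNT11 did not pass the test on the arrays labelled NBAT1. DKK1, a secreted inhibitor of Wnt signaling that binds LRP5 and LRP6, had a log2 level of -1.07 ± 0.13 (SD, n = 3) on the arrays labelled NBAT1 and 3.35 ± 0.03 (SD, n = 3) on those labelled vector. Its log2 fold change was -4.43 (standard error 0.08, adjusted p = 1.31e-06 from limma; -4.58 within slide 1), a 21.5-fold difference. NUPR1, a stress-induced regulator of transcription, stood at 2.76 ± 0.09 and -1.98 ± 0.10 (SD, n = 3 each), a log2 fold change of 4.74 (standard error 0.07, adjusted p = 1.31e-06; 4.64 within slide 1) or 26.7-fold.

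PRLR, which encodes the prolactin receptor, had a level of -6.62 ± 0.56 on the arrays labelled NBAT1, where 1 of 3 arrays was well above background, and -4.31 ± 0.30 on those labelled vector (SD, n = 3 each). The log2 fold change was -2.31 (standard error 0.30, adjusted p = 0.000588; -2.56 within slide 1). Its second tested probe was well above background only on the arrays labelled vector and was at least 1.63-fold lower on the others, and the third was not well above background on any array. PTGS2, which encodes the inducible cyclooxygenase COX-2, stood at -3.71 ± 0.44 on the arrays labelled NBAT1 and was not well above background on any array labelled vector (-7.15 ± 1.19; SD, n = 3 each). It was at least 5.49-fold higher (adjusted p = 0.00216; 0.0276 within slide 1), and its other probe at least 3.4-fold. The PTGS2 call ended after normexp (log2 fold change 0.54, adjusted p = 0.18, with 0.000155 to 0.18 over its alternatives), and the log2 fold change of PRLR shrank to -0.70 (adjusted p = 0.0272, with 5.13e-05 to 0.0272).

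WNT11, a ligand of mostly non-canonical Wnt signaling, was measured by a pair of probes that disagreed. The brighter one, which represented the gene, stood at -4.92 ± 0.19 on the arrays labelled NBAT1 and -5.00 ± 0.14 on those labelled vector (SD, n = 3 each), a log2 fold change of 0.08 (standard error 0.12, adjusted p = 0.567; 0.29 within slide 1). The other was not well above background on the arrays labelled vector and was at least 5.04-fold higher on those labelled NBAT1 (adjusted p = 3.24e-06 over all probes). With the mean of the probes, WNT11 had a log2 fold change of 1.66 (adjusted p = 1.57e-05, with 1.57e-05 to 0.897 over its alternatives).

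All 5 genes are protein-coding. In the array's annotation, whose genome build is not given in the sources used here, the probe of DKK1 lies on chromosome 10 from 54076687 to 54076746, that of PRLR on chromosome 5 from 35065104 to 35065163, and that of NUPR1 on chromosome 16 from 28548821 to 28548880. The probe of PTGS2 lies on chromosome 1 from 186643108 to 186643167. For WNT11, on chromosome 11, the brighter probe spans 75905870 to 75907567 and the other 75897586 to 75897645.

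**Figure D2:**
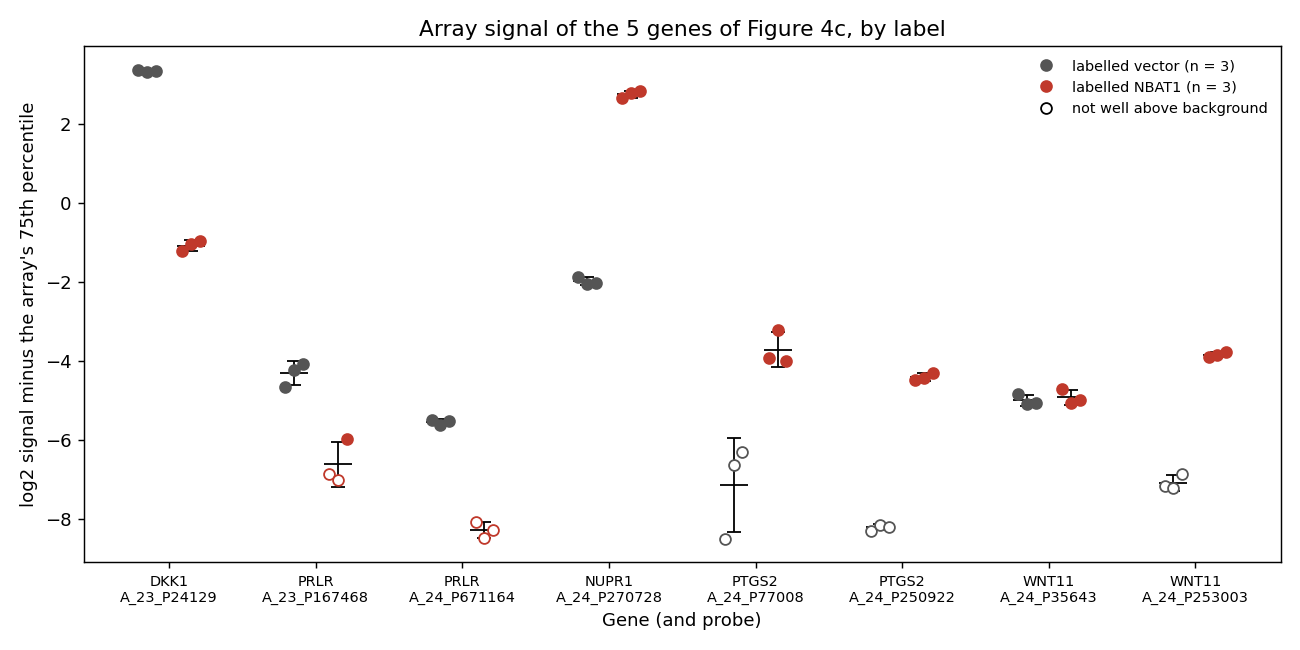
Log2 signal minus the array's 75th percentile (y axis) of each tested probe of the 5 genes, with 1 point per array, grey for the arrays labelled vector and red for those labelled NBAT1; bars show the mean and SD (n = 3), and open points are not well above background. The groups separate at every probe except the first probe of WNT11.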

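Ranked by log2 fold change, with dim signals taken as measured, DKK1 was second among the 6819 genes lower on the arrays labelled NBAT1. Ahead of it stood CCDC190, which was not well above background on any array labelled NBAT1 and at least 27.1-fold lower (adjusted p = 3.7e-06 from limma). The cyclin gene CCNE2, likewise not well above background there, was at least 7.32-fold lower (adjusted p = 0.000273), so whether it or other genes known only by such a bound fell further than DKK1 is not determined. Of the 17834 tested genes that were well above background on all 6 arrays, DKK1 had the largest fall. By the measured size of the change in either direction, it ranked 10 among all genes that passed the test, behind rises such as those of GDF15 and NUPR1. Every array labelled vector had a higher DKK1 signal than every array labelled NBAT1.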

**Figure 4:**
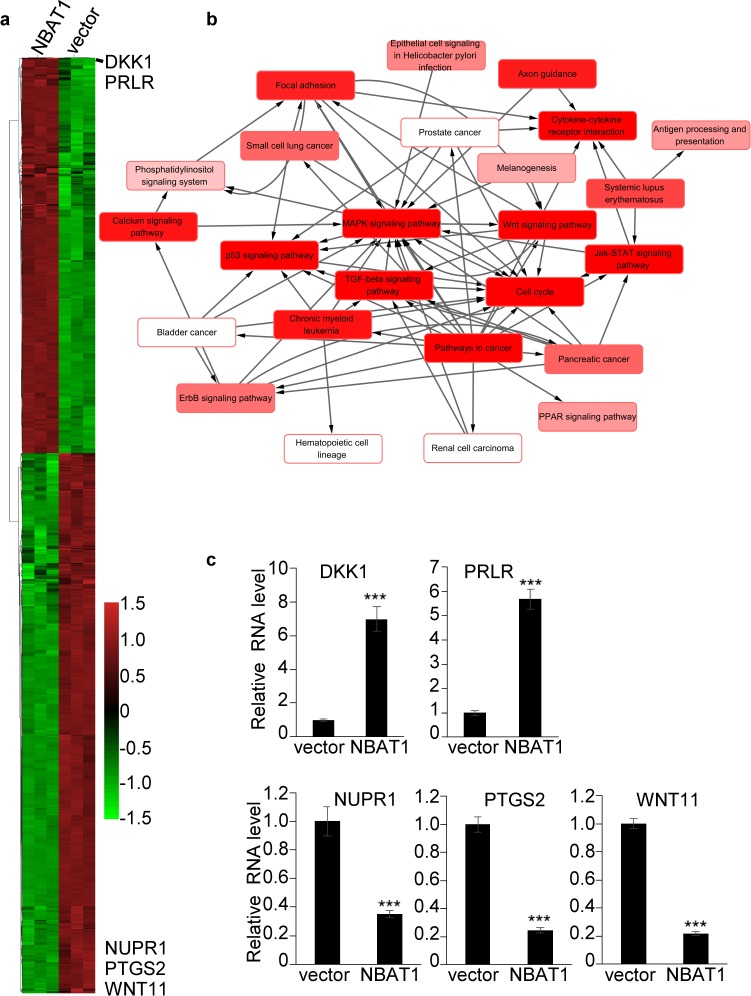
Over-expression of NBAT1 in MDA-MB-231 cells results in global gene expression profile change **a**. Heatmap representing hierarchical clustering of all dysregulated genes whose relative fold changes are more than 2 times compared MDA-MB-231/NBAT1 with MDA-MB-231/vector cells. **b**. Pathway-network analysis of the significant pathways of the differential expression genes. (Lines represent the relationship between the pathways, red to white represents the P value; the smaller the P value is, the deeper the red is.) **c**. The expression levels of DKK1, PRLR, NUPR1, PTGS2, WNT11 were determined in MDA-MB-231 with over-expression NBAT1 by qRT-PCR (mean±SD, n=3, *** p < 0.001, versus vector).

### NBAT1 inhibits migration and invasion of breast cancer cells by activating DKK1 expression

We then examined whether DKK1 played an important role in NBAT1 mediated suppression of cell migration and invasion. Transfection of siRNAs targeting DKK1 in MDA-MB-231 cells completely reversed the up-regulation of DKK1 induced by NBAT1 (Figure 5a, 5b). And knock-down of NBAT1-upregulated DKK1 has partially reversed the effects of NBAT1-regulated cellular invasion (Figure 5c, 5d). These data suggest that the repression effects of NBAT1 on cell migration and invasion is mediated, at least in part, through DKK1.

**Figure 5:**
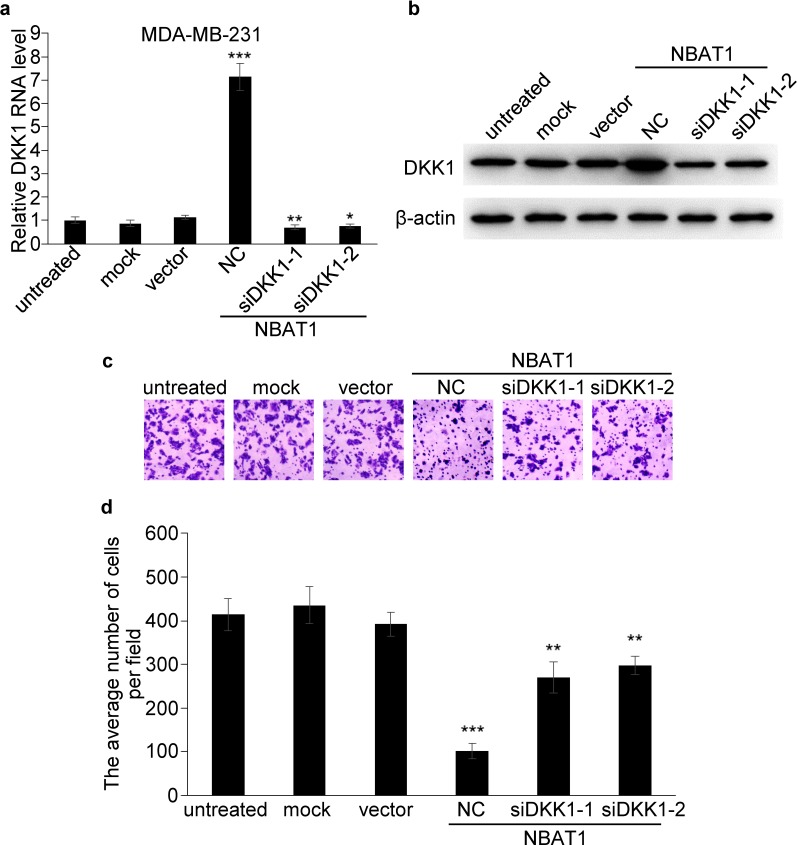
NBAT1 inhibits invasion of breast cancer cells by activating DKK1 expression **a.**, **b**. qRT-PCR and western blot analysis for DKK1 in NBAT1-expression MDA-MB-231 cells transfected with siRNA targeting DKK1 (NC, siDKK1-1 and siDKK1-2). **c**. Representative images of Boyden chamber assay for invaded cells (over-expression NBAT1 while inhibit DKK1). **d**. Histogram showing that the number of invaded cells with knockdown DKK1 was significantly higher than for NC, and similar to control groups (untreated, mock and vector, mean±SD, n=3, * P < 0.05, ** P < 0.01, *** P < 0.001).

### NBAT1 inhibits migration and invasion of breast cancer cells via EZH2

Next we sought to determine whether NBAT1 regulates breast cancer cell invasion via EZH2. An RNA immunoprecipitation assay of EZH2 showed that NBAT1 could bind to EZH2 (Figure 6a). In order to test whether NBAT1 regulates EZH2 functions, we then applied EZH2 inhibitors EI1 or GSK343 in MDA-MB-231 breast cancer cells with NBAT1 over-expression. The invasion suppression effects of NBAT1 was reversed by concomitant EZH2 inhibitors (Figure 6b, 6c). In agreement with the previous result, silencing NBAT1 with siRNAs in MCF7 down-regulated DKK1 in both mRNA and protein levels. However, this effect was abrogated by administration of EZH2 inhibitors or siRNAs targeting EZH2 (Figure 6d, 6e). To further investigate how NBAT1 up-regulated DKK1 via EZH2 in breast cancer, we applied chromatin immunoprecipitation (ChIP)-quantitative real-time PCR (ChIP-qPCR) to analyze trimethylation of histone H3 lysine 27 (H3K27me3) status at *DKK1* gene, which is a marker of suppressed chromatin [13-15]. Exogenous over-expression of NBAT1 decreased H3K27me3 level of *DKK1* promoter in MDA-MB-231 cells (Figure 6f). This indicates that NBAT1 suppresses EZH2-induced H3K27me3 of *DKK1*. These data suggest that the effect of NBAT1 on cell invasion and DKK1 expression is mediated through repression of EZH2 functions.

**Figure 6:**
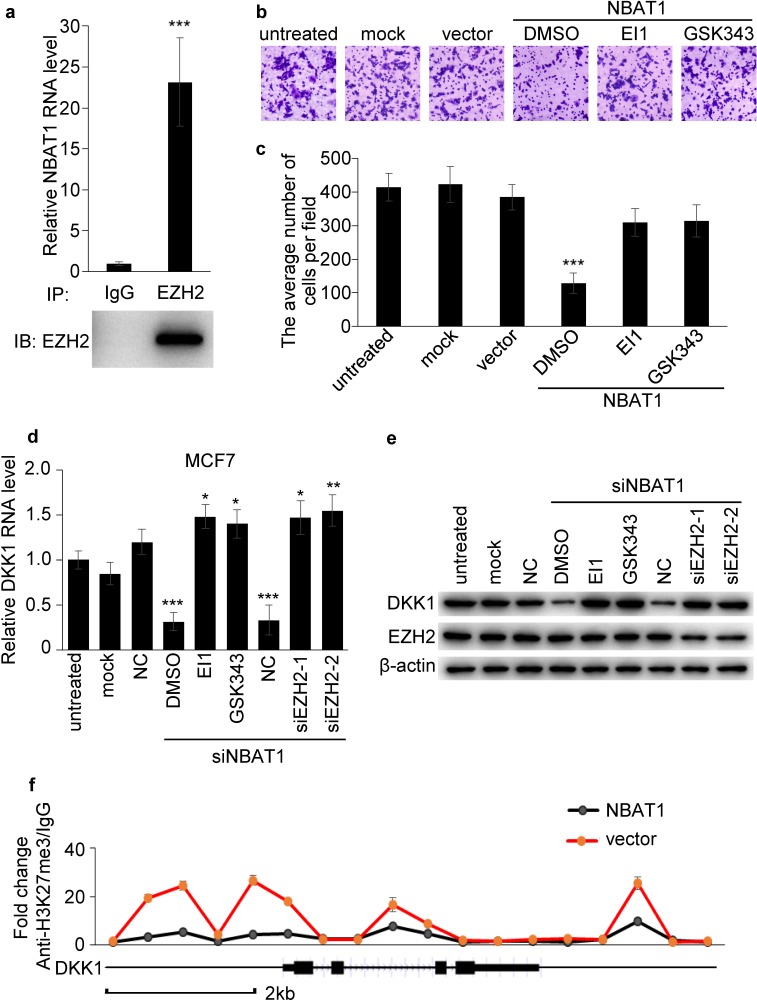
NBAT1 inhibits invasion of breast cancer cells via EZH2 **a**. Binding of NBAT1 to EZH2 complex in MDA-MB-231 cells, shown by RNA immunoprecipitation followed qRT-PCR (mean±SD, n=3, *** p < 0.001 versus lgG). **b**. Representative images of Boyden chamber assay for invaded cells. (Over-expression NBAT1 while inhibit EZH2 with EI1 or GSK343 in MDA-MB-231.) **c**. Histogram showing that the number of invaded cells with inhibited EZH2 was significantly higher than for DMSO, and similar to control groups (untreated, mock and vector, mean±SD, n=3, *** P < 0.001). **d.**, **e**. qRT-PCR and western blot analysis for DKK1 in NBAT1-knockdown MCF7 cells inhibited EZH2 with EI1 or GSK343 or transfected with siRNA targeting EZH2 (NC, siEZH2-1 and siEZH2-2). **f.** ChIP-qPCR analysis for H3K27me3 of *DKK1* gene in NBAT1-expression MDA-MB-231 cells (mean±SD, n=3, *** p < 0.001 versus vector).

## DISCUSSION

Although it was previously reported that low expression of NBAT1 was significantly correlated with poor overall and event free survival of neuroblastoma patients [10], the expression of NBAT1 in other cancer was still unknown. Our data showed that NBAT1 was down-regulated in invasive breast cancer, lung squamous cell carcinoma and adenocarcinoma, hepatic cell carcinoma, chromophobe renal cell carcinoma than in normal tissues. Especially, NBAT1 reduction was associated with poor patient survival as well as with lymph node metastases in breast cancer.

EZH2 is the catalytic subunit of PRC2 and often over-expressed in breast cancer [16]. EZH2 regulates invasion of breast cancer [7, 8] mainly through mediating transcriptional silencing of the tumor suppressor genes, including E-cadherin by regulating histone modifications in the promoters of these target genes, including H3K27me3 [17]. And the PRC2-targeted protein E-cadherin was significant decreased in lymph node metastases, suggesting PRC2 might contribute to epithelial-mesenchymal transition (EMT) in lymph node metastatic process through repression of E-cadherin [18]. We found that NBAT1 could inhibit the migration and invasion of breast cancer, while the effect of NBAT1 over-expression on invasion was reversed by concomitant EZH2 inhibitors, suggesting that the effect of NBAT1 on cell migration and invasion might be mediated through EZH2.

Several studies have demonstrated that DKK1, an inhibitor of WNT signaling pathway, could inhibit the migration and invasion of breast cancer [19-25]. In addition, DKK1 was regulated directly by PRC2 through H3K27me3 [26]. Over-expression NBAT1 could down-regulate H3K27me3 level of *DKK1* and significantly increase the expression of DKK1, while the effects of NBAT1 over-expression on invasion was partially reversed by concomitant DKK1 knockdown, suggesting that the effect of NBAT1 on cell migration and invasion is mediated, at least in part, through DKK1.

It was shown that EZH2 bound to lncRNA Xist, and the latter was responsible for recruitment of PRC2 to specific genomic regions [5]. The mechanisms have been further elucidated that the PRC2 complex protein EZH2 specifically recognize the conserved A-repeat domain of Xist RNA [5, 27-29]. Another lncRNA HOTAIR, which is a HOXC cluster-derived lincRNA, was also demonstrated to recruit PRC2 to its target genes [30, 31]. HOTAIR promotes metastasis of breast cancer cells and its over-expression was correlated with poor prognosis of breast cancer patients [32, 33]. Moreover, simultaneous up-regulation of HOTAIR and EZH2 might be of clinically significance because a recent study of a breast cancer archive correlates simultaneous high expression of EZH2 and HOTAIR with aggressive tumor growth and metastasis [34]. Like Xist, HOTAIR also interacted with and recruited PRC2 and regulated chromosome occupancy through its interaction with EZH2 [6]. HOTAIR was also reported to regulate E-cadherin by binding to EZH2 and regulating H3K27me3 of E-cadherin promoter [35]. Moreover, it has been shown that increased expression of only EZH2 did not necessarily correlate with increased abundance of H3K27me3 [36]. This might be explained by the hypothesis that EZH2 bound with different lncRNAs might have different roles. This was supported by our observations: we have found that NBAT1 also interact with EZH2, just like XIST and HOTAIR. However, rather than promoting EZH2 or PRC2 functions in repressing target gene expression via chromatin regulation, NBAT1 repressed EZH2 functions. In agreement with these results, NBAT1 behaved as a tumor-suppressor to repress PRC2-enhanced cell invasion and migration. Therefore, the functions of EZH2 in breast cancer might be strictly regulated by lncRNAs.

Our study has demonstrated that NBAT1 expression was down-regulated in multiple cancer types, suggesting that NBAT1 was a potential tumor-suppressor gene. Specifically, we have demonstrated the correlation of NBAT1 expression with breast cancer metastasis, and therefore the potential value of harnessing it as a lncRNA prognostic marker. Mechanistic study has shown that NBAT1 might exhibit this tumor-suppressing function by modulating the global gene expression regulator PRC2 complex. This point to a possibility of developing RNA-based targeted drugs to interfere with these gene expression regulators to overcome diseases like breast cancer, which calls for in-depth mechanistic studies in the future.

## MATERIALS AND METHODS

### Cell cultures and treatment

MCF-7, T47D, ZR75-1, BT-474, MDA-MB-453, BT-549, SK-BR-3, MDA-MB-231 and MDA-MB-436 breast cancer cell lines as well as MCF-10A immortalized mammary epithelial cell line were obtained from American Type Culture Collection and cultured according to the recommended protocols. HMLE cells were kindly provided by Dr. R.A. Weinberg (Whitehead Institute, Cambridge, MA) and cultured as recommended [37]. 76N cell line was originally supplied and cultured as described by Band et al. [38] For siRNA and plasmid DNA transfection, cells were transfected with specific siRNA duplexes targeting NBAT1 or DKK1 or EZH2 or pcDNA3.1 vector expressing NBAT1 construct using Lipofectamine 2000 (Invitrogen) according to the manufacturer's instruction. To inhibit EZH2 activities, cells were treated with 10μM EI1 (S7611, Selleck) or GSK343 (S7164, Selleck) for 36 h. Specific siRNA sequences are listed in Table 3.

**Table 3:** siRNA sequences

name	sequence
NC-f	5′-UUCUCCGAACGUGUCACGUTT-3′
NC-r	5′-ACGUGACACGUUCGGAGAATT-3′
siNBAT1-1-f	5′-GUCCAAAGUUGUGUUUACUTT-3′
siNBAT1-1-r	5′-AGUAAACACAACUUUGGACTT-3′
siNBAT1-2-f	5′-GUCCAAAGUUGUGUUUACUTT-3′
siNBAT1-2-r	5′-UUGUCUUUCAACCAUGGGCTT-3′
siDKK1-1-f	5′-AAUGGUCUGGUACUUAUUCCGC-3′
siDKK1-1-r	5′-GGAAUAAGUACCAGACCAUUGC-3′
siDKK1-2-f	5′-GGAAUAAGUACCAGACCAUTT-3′
siDKK1-2-r	5′-AUGGUCUGGUACUUAUUCCTT-3′
siEZH2-1-f	5′-CCAUGUUUACAACUAUCAATT-3′
siEZH2-1-r	5′-UUGAUAGUUGUAAACAUGGTT-3′
siEZH2-2-f	5′-GGAUGGUACUUUCAUUGAATT-3′
siEZH2-2-r	5′-UUCAAUGAAAGUACCAUCCTT-3′

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed by using a Roche LightCycler^®^ 480 Real-Time PCR System. The qRT-PCR amplification protocol was conducted according to the user guide of the SYBR^®^ Green master mixes on the Roche LightCycler^®^ 480 Real-Time PCR System. All samples were tested in triplicate. The data were obtained from 3 independent experiments. The primer sequences are listed in Table 4.

**Table 4:** qRT-PCR primer sequences

name	sequence
NBAT1-f	5′-TCAGCAGAAACGGCACGAT-3′
NBAT1-r	5′-AGATGACCCAGGCACCTCC-3′
DKK1-f	5′-GAGACACTAAACCAGCTATCCAAAT-3′
DKK1-r	5′-ATCACAGGGGAGTTCCATAAAGA-3′
PRLR-f	5′-CCAGCGACCTTCATTCAGATAC-3′
PRLR-r	5′-ACTGCCCAGACAATAATCAAACA-3′
NUPR1-f	5′-AAGGCAGGAGTCAGAGGTGAAGTG-3′
NUPR1-r	5′-GGAAGACAAGCCAGGCACGAT-3′
PTGS2-f	5′-CCGAGGTGTATGTATGAGTGTGG-3′
PTGS2-r	5′-AAATCCCTTGAAGTGGGTAAGTATG-3′
WNT11-f	5′-TGAAGGACTCGGAACTCGTCTATCT-3′
WNT11-r	5′-TACTTACAGTGGCACCGCTCG-3′
β-actin-f	5′-AGCCTCGCCTTTGCCGATCC-3′
β-actin-r	5′-ACATGCCGGAGCCGTTGTCG-3′

### Wound healing assay

Breast cancer cells were cultured under permissive condition to about 90% confluence. A linear wound was created in the confluent monolayer using a pipette tip. Cancer cells were allowed to close the wound for 30 h (MDA-MB-231) or 40 h (MCF7), and observed under microscopy.

### Boyden chamber assay

Invasion and migration of breast cancer cells were examined using 24-well Boyden chambers (BD Biosciences) with 8 μM inserts with or without precoated Matrigel Basement Membrane Matrix (BD Biosciences), respectively. Breast cancer cells (10^5^ cells per well) were placed on the inserts in the upper chambers and cultured at 37°C in 5% CO2. MDA-MB-231 after 7 h (migration assay) or 16 h (invasion assay), MCF-7 after 30 h (migration assay) or 48 h (invasion assay), cells on the upper surface of the membrane filter were removed. The migrated and invaded cells that crossed the inserts to the lower surface were fixed with 4% formaldehyde, stained with crystal violet (0.005%, sigma), and counted as cells per field of view under microscopy.

### Western blotting

Protein extracts were resolved in 10% SDS–polyacrylamide gel electrophoresis, transferred to polyvinylidene difluoride membranes and probed with antibodies against EZH2 (1:500, sc-166609, Santa Cruz), DKK1 (1:500, sc-374574, Santa Cruz) and β-actin (1:1,000, 5125, CST). Peroxidase-conjugated secondary antibody against mouse (1:1,000, 7076, CST) was used, and the antigen–antibody reaction was visualized by the enhanced chemiluminescence assay (WBKLS0500, Millipore).

### RNA immunoprecipitation

RNA immunoprecipitation was performed using Magna RIP RNA-Binding Protein Immunoprecipitation Kit (17-700, Millipore) according to manufacturer's instructions.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed using antibodies against H3K27me3 (9733, CST) and Magnetic Chromatin Immunoprecipitation Kit (53008, Actice Motif) according to manufacturer's instructions. Approximately 1/20 of the immunoprecipitated DNA was used in each qPCR. Gene-specific primers for DKK1 are listed in Table 5. Three replicates for each experimental point were performed. Results were normalized using the internal control IgG.

**Table 5:** ChIP-qPCR primer sequences

name	sequence
primer1-f	5′-GAAAGGGTATTGCGTGGTCCC-3′
primer1-r	5′-CTTAGCGCCTGACTTCCTCAT-3′
primer2-f	5′-CATTTCCCTCTTCCCTCCACC-3′
primer2-r	5′-CAAACGAGGGTAAGAAGGAAGAA-3′
primer3-f	5′-ACTCAGATCTGCAAACTGCGA-3′
primer3-r	5′-GCTGACTGTGCACACAAGTCA-3′
primer4-f	5′-CACCCCTCGGCTCTGTAAAGT-3′
primer4-r	5′-AATAAATGCAGGCGGCAGCAG-3′
primer5-f	5′-CGGGGTGAAGAGTGTCAAAGG-3′
primer5-r	5′-GAGACAACAAAGCCGGGATGG-3′
primer6-f	5′-CCTGCAGTCAGGACTCTGGGA-3′
primer6-r	5′-TGACCGTCACTTTGCAAGCCT-3′
primer7-f	5′-GGAGTGAGCGCCACCTTGAAC-3′
primer7-r	5′-GTACTTATTCCCGCCCGGGTA-3′
primer8-f	5′-ACGAGGGAGTAGAACGTGCTG-3′
primer8-r	5′-GGGCGCTGATCACAGTCCTTA-3′
primer9-f	5′-CAGGCGTGCAAATCTGTCTCG-3′
primer9-r	5′-GGAGCTTTCAGGACTCACCAT-3′
primer10-f	5′-AATGGGTGTTCAGCATGCAGG-3′
primer10-r	5′-ATTGAGGGACACGGAGGAAGA-3′
primer11-f	5′-TGGTACCCTCACAACTTGACT-3′
primer11-r	5′-AGCTGTCTAAATCCACCTTTTGA-3′
primer12-f	5′-CCTACCACAGTTGGTGGGAAA-3′
primer12-r	5′-TGGACAGAAGCACCAATGTGT-3′
primer13-f	5′-TTAGTGAAACGATGCAGGTTT-3′
primer13-r	5′-CCTGAGGCACAGTCTGATGAC-3′
primer14-f	5′-TCTGTGGTTTCAGTTAAGCATTC-3′
primer14-r	5′-AGGTAAGTGCCACACTGAGAA-3′
primer15-f	5′-GGGAAAGCAAACTTCCCAATT-3′
primer15-r	5′-TTGCACGATTGATCAGTCACT-3′
primer16-f	5′-TTCTAAGGCCTGCCATGTCCA-3′
primer16-r	5′-TTTCCCCACTTAAGCAGAAGG-3′
primer17-f	5′-GAGGCTAGACGATGGAAATCA-3′
primer17-r	5′-TCCCAGATGCATGTATTTTCC-3′
primer18-f	5′-ACCAGTGACGTTTAAGTTGTT-3′
primer18-r	5′-AGAAAGCATGCGTTTTGTACT-3′

### mRNA microarray analysis

mRNA array analysis was performed in MDA-MB-231 cells transfected with either pcDNA3 vector carrying NBAT1 or an empty vector as negative control. Three pairs of independent samples were used for mRNA array analysis. After transfection for 72 h, total RNA was harvested using Trizol (Invitrogen) according to the manufacturer's instructions. Microarray expression profiles were collected using Agilent Whole Human Genome Microarray 4×44K.

### Data source

NBAT1 expression data were collected from public database of RNA sequencing data in The Cancer Genome Atlas (TCGA) pilot project which is established by the National Cancer Institute (NCI) and National Human Genome Research Institute (NHGRI) (https://tcga-data.nci.nih.gov/tcga/dataAccessMatrix.htm). A total of 716 breast cancer tissue and 98 normal tissues (breast cancer-normal tissue, BRCA-NT) were obtained from TCGA database. Expression data of NBAT1 was further extracted using LncRNAtor [12].

### Statistics

All statistical analyses were done using SPSS for Windows version 19.0. Student's *t*-test and two-way analysis of variance were used to correlate NBAT1 level with cancer metastasis, whereas χ^2^ test was applied to analyse the association between NBAT1 expression and clinicopathological status. Kaplan–Meier survival curves were plotted, and log rank test was done. All experiments in vitro were performed independently for at least three times and in triplicate for each time. All results are expressed as mean±s.d.. Student's *t*-test was used for the comparison of two independent groups. *P* value < 0.05 was considered statistically significant in all cases.

### Accession numbers

The Gene Expression Omnibus database accession number for the array data reported in this paper is GSE68034.

How the deposited data were processed for this re-analysis (not part of the article)

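The data were 6 single-colour microarrays of MDA-MB-231 cells, 3 labelled NBAT1 and 3 labelled vector, and each sample label was mapped to 1 array. The paper speaks of pairs of independent samples but does not say that a replicate number marks a shared day or culture. The authors hybridised Cy3-labelled RNA, prepared with the Low Input Quick Amp kit, to the whole human genome array with 4 fields a slide, and read the scans with Agilent Feature Extraction 10.7.3.1 (10.7 in the submitters' processing notes).

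The deposited scanner files give for each spot an intensity on a linear scale: a processed intensity, with the background subtracted and spatial trends removed within the array, and the raw mean and local background intensities. The authors did not normalize these values between arrays. Well above background means over the local background by 13 of its SDs. The authors' value table holds log2 values of the same arrays, quantile normalized, and every column has a median of 6.571 (log2). Its columns correlated with the log2 processed intensity of the same array at r of 0.99979 to 0.99997, and its software and settings are not given in the sources used here. It was used as an alternative, with 0 columns of per-sample values left unused.

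Values were analysed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The log2 processed intensity was taken minus each array's 75th percentile, and control spots were left out. Spots that Feature Extraction marked as outliers, for the feature or its local background, were set to missing, and spots of one probe were averaged. Of 41000 probes, 30130 were named through a RefSeq gene table of assembly GRCh38.p14 (27288 by accession, 2388 by symbol and 454 by synonym) and 10870 kept the name in the file, giving 29437 names, of which 18884 were RefSeq genes. No coordinate of that assembly is printed, because the build of the array's annotation is not given in the sources used here. Of the 20357 genes tested, 14415 had a RefSeq symbol, and 391 were not well above background on any array of one group.

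Genes were compared with limma's lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Gene lists were tested with camera at its preset correlation of 0.01 over 18881 genes, adjusted over the 38 lists with at least 5 tested members. Of these, 11 were called (7 higher and 4 lower), 10 within slide 1, 0 with an estimated correlation and 33 by fry, which asks whether a list's genes move one way on balance and not whether they move more than other genes. Fisher's exact test, of each list among the genes that passed at 2-fold against all genes tested, called 9 lists among the higher genes and 2 among the lower. It takes genes as independent of each other. The lists covered Wnt components, Wnt inhibitors, beta-catenin targets, TGF-beta and BMP, MAPK, immediate early genes, the phases of the cell cycle, p53 targets, cytokines, JAK-STAT, NF-kappaB targets, interferon-stimulated genes, antigen presentation, histones, adhesion and matrix, proteases, mesenchymal, epithelial, ErbB, axon guidance, calcium and PPAR genes, PRC2 members and targets, REST targets, ATF4 and the unfolded protein response, NRF2 targets, hypoxia, cholesterol synthesis, heat shock, apoptosis, oxidative phosphorylation, ribosomal proteins and housekeeping genes, and markers of fibroblasts, blood cells and sympathetic neurons.

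The lists, the tests of genes and lists, the rule for named genes and the alternatives, apart from the slide as a random block and the exchange of both groups' labels, were fixed before the data were examined. A departure from this plan was that every spot with a background outlier flag was set to missing. The plan counted that flag only where it was set for the feature. The rule takes every gene the paper names, the 10 largest rises and 10 largest falls among named genes that passed the test, were well above background on all 6 arrays and did not overlap between groups, the 5 largest lower bounds in each direction, and up to 2 members of each list in each direction. Fewer were printed where room was short. Genes linked to sex were left out. Of the genes the paper names, PGR, HOTAIR and H19 were not well above background on any array, and NBAT1, TRERNA1 and NKILA had no tested probe.

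The fit was tested on simulated data, with 18881 genes drawn from the real means and spread in the contrast of NBAT1 and vector. Of 50 genes changed at each size, it called 6% at a log2 change of 0.25, 38% at 0.5, 78% at 1 and 92% at 2, and 5 of 18681 unchanged genes. Genes missed at a log2 change of 1 had a median SD of 0.26 and those called 0.08. A first bar for the share called at that change was missed, and other checks replaced it after this was seen. Far fewer genes were changed in the simulation than passed in the real data, so these shares need not carry over.

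The alternatives were normexp background correction with an offset of 50, quantile normalization, scaling to the median or to the 75th percentile of probes above background on all arrays, the authors' value table, no filter on dim probes or a stricter one, the mean of a gene's probes or each probe on its own, outlier spots kept, eBayes with a trend and a robust fit, the Student's test of the paper's statistics paragraph, the replicate number or the slide as a block, leaving out each array in turn, and, for lists, camera with an estimated correlation and fry. The scan coincided with the slide, so it was not run as a block of its own.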

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

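The tests of the scaling and of other cultures given here were chosen only after the result was seen. The 5 results listed here stand out because the paper does not discuss these genes, although its Fig. 4b names the cell cycle pathway, and groups of 3 arrays were not tested for outlying arrays. GDF15 had a log2 fold change of 6.62 and UHRF1 of -3.36 on the arrays labelled NBAT1. The median log2 fold change was 1.05 for ATF4 and unfolded protein response genes, -1.40 for G1/S and DNA replication genes and 0.81 for interferon-stimulated genes.

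Stress genes were higher and replication genes lower together on the arrays labelled NBAT1. Scaling or background correction is argued against as the whole cause, since over 5 other scalings and corrections the median of the ATF4 list was at least 0.92 and that of the G1/S list at most -1.24. A state of the cultures other than NBAT1, such as density or stress of transfection, could not be tested, since 0 of the 6 arrays came from untransfected or mock-transfected cells, and it cannot be told apart from the effect of NBAT1. Which label carries NBAT1 stays open as well, so the same values may mean that replication genes were higher with NBAT1.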

How the results depend on the processing

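The slide as a random block, the rank of DKK1 among lower genes and the exchange of both groups' labels were chosen only after the result was seen. Of 2182 values of named genes under the alternatives, 2167 kept their direction and side of the threshold (a sign that turned while neither setting passed was counted as kept), 8 no longer passed, 5 newly passed and 2 turned. Both that turned were BBC3, at -0.07 in the authors' value table and -0.02 with the outlier spots kept, neither passing. Most of the named genes were chosen for a large change on the same arrays, and several alternatives leave the fold as it was. Such agreement was therefore likely in advance and says little of genes in general. Of 798 values of lists, 727 were the same, 21 no longer passed and 50 newly passed. The PPAR and cholesterol lists, just short of the threshold as reported, kept that side in 9 and 8 of 20 camera alternatives. DKK1 ranged from -4.58 to -4.22, NUPR1 from 4.25 to 4.80, PRLR from -2.63 to -0.70, EZH2 from -0.78 to -0.57 and GDF15 from 6.52 to 6.68 over the settings.

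Normexp lowered the counts most, to 4190 genes higher and 4510 lower, 726 and 492 at 2-fold, and 726 and 493 by the fold alone, with PTGS2 at 0.54 and no longer past the threshold, and DKK1 at rank 1. DKK1 also had rank 1 with only probes above background on all arrays, since CCDC190 is then not tested. Counting each probe gave the highest counts, 9816 probes higher and 9678 lower, with 1526 at least 2-fold lower (1548 by the fold alone), and with the mean of a gene's probes WNT11 passed at 1.66. With an estimated correlation 0 lists were called, with 33 by fry. Exchanging the labels turned the counts by the fold alone to 1022 and 1788. Other causes of these shifts between settings were not tested.

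The methods' t-test called 7024 genes higher and 6480 lower unadjusted and 6578 and 5922 adjusted. With the slide as a block, the log2 fold change of DKK1 was -4.58 and that of NUPR1 4.64. As a random block (correlation 0.327) the slide left 6736 genes higher and 6301 lower. The replicate number as a block gave 6722 higher and 6715 lower. The deviations of arrays with one number correlated at 0.03, -0.11 and 0.16, with the own number the best match only for replicate 3. So few arrays cannot show whether a number marks a shared day or culture. Without each array in turn, 6329 to 7150 genes were higher and 5794 to 7232 lower, 1751 to 1839 and 945 to 1075 at 2-fold, DKK1 ranked 2 or 3 (3 without NBAT1 replicate 2), and 9 to 13 lists were called. The highest of these gene counts came without NBAT1 replicate 1, where label and slide coincide and cannot be told apart. Over the scalings the median of all genes lay between -0.09 and 0.02. On the arrays labelled NBAT1, 46.8% to 55.2% of the called genes were higher (50.8% as reported), or 59.5% to 68.3% of those at 2-fold (63.8% as reported). With both groups' labels exchanged, these would be the shares of genes lower.

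Not run were the scan as a block, since it coincided with the slide, the trend, Student's and random block fits for counts by the fold alone, and the robust, Student's and random block fits for lists. By the labels as given, a rank of DKK1 among higher genes has no value, since DKK1 was lower on the arrays labelled NBAT1. With both groups' labels exchanged, the rank of DKK1 among lower genes would be its rank among higher genes. The folds of genes near the background depend on the background correction.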

Differences from the paper's values

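The exchange of both groups' labels was chosen only after the result was seen. By the fold alone, 1788 genes were at least 2-fold higher on the arrays labelled NBAT1, where the paper gives 975 up-regulated, and 1022 were at least 2-fold lower, where the paper gives 1594 down-regulated. The paper states the 2-fold cut-off but no test, filter or probe rule for this count. Of 18 alternatives set before the data were examined, 2 came within 1.5 times of the paper's count of up-regulated genes, normexp with 726 and only probes above background on all arrays with 1401. For the down-regulated genes 8 did: quantile normalization with 1063, scaling to the median with 1142, the authors' value table with 1125, no filter with 1388, each probe counted with 1548, outlier spots kept with 1065, and the fits without NBAT1 replicate 1 with 1092 and without NBAT1 replicate 3 with 1070. The other alternatives differed from the paper's counts. With both groups' labels exchanged, an alternative chosen after seeing the values, the counts became 1022 higher and 1788 lower. These lie within 1.5 times of the paper's 975 and 1594. None of the 18 alternatives set before came that near to both counts.

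The levels of Fig. 4c are qRT-PCR values relative to the vector, read by eye, and those here are array signals, labelled NBAT1 over labelled vector. DKK1 was 0.0464 here, against the paper's about 7.0 in Fig. 4c. PRLR was 0.202 here, against the paper's about 5.7 in Fig. 4c, and NUPR1 was 26.7, against about 0.35 in the paper's Fig. 4c. PTGS2 was at least 5.49 here, against the paper's about 0.24 in Fig. 4c. By its brighter probe WNT11 was 1.06, and by its other probe at least 5.04, against about 0.22 in the paper's Fig. 4c. In 0 of the alternatives set before the data were examined (22 for DKK1, NUPR1 and WNT11, 21 for PRLR and PTGS2) was this gap closed.

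In direction, the paper has DKK1 and PRLR up and NUPR1, PTGS2 and WNT11 down with NBAT1 (Fig. 4a and 4c), and states that array and qRT-PCR match for these genes. By label, the log2 fold changes were -4.43 and -2.31 for DKK1 and PRLR and 4.74 for NUPR1, and PTGS2 was at least 5.49-fold higher. WNT11 did not pass at its brighter probe (0.08) but was at least 5.04-fold higher at its other probe. The paper's rank of DKK1 by fold change, given without a direction, equals its rank here, 2, among the genes lower on the arrays labelled NBAT1, with dim signals taken as measured. By size in either direction DKK1 ranked 10. With both groups' labels exchanged, rank 2 would be its rank among the higher genes.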

Other observations

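Of the tests of explanations given here, those on the exchange of labels, single arrays, scaling and slides were chosen only after the result was seen, and the count over other splits of the arrays was planned.

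Genes of the integrated stress response were higher on the arrays labelled NBAT1. Of 34 genes of ATF4 and the unfolded protein response, 31 were higher, 2 lower and 1 not called, and the list rose with a median log2 fold change of 1.05 (0.99 within slide 1, camera adjusted p = 2.18e-07, adjusted p = 0.346 with an estimated correlation). DDIT3, which encodes the stress factor CHOP and was measured on 2 of the arrays labelled NBAT1, rose with 3.68 (standard error 0.12, adjusted p = 8.78e-06 from limma), while the amino acid transporter gene SLC7A5 fell with -1.09 (standard error 0.07). Of 23 NRF2 target genes, 16 were higher, 2 lower and 5 not called, and the list rose with a median of 0.50 (0.54 within slide 1, camera adjusted p = 0.000953, adjusted p = 0.346 with an estimated correlation). GCLC, the catalytic subunit for glutathione synthesis, rose with 2.10 (standard error 0.06) and HMOX1, heme oxygenase 1, with 2.06 (standard error 0.21), while NQO1 fell with -0.52 (standard error 0.05). Of 38 interferon-stimulated genes, 28 were higher, 6 lower and 4 not called (29 higher over the list alone), with a median of 0.81 (0.78 within slide 1, 0.51 after normexp, camera adjusted p = 2.35e-05, adjusted p = 0.211 with an estimated correlation). IFIT2 rose with 3.11 (standard error 0.13, adjusted p = 5.98e-06) and TRIM22, well above background on 1 of the 3 vector arrays, with 2.99 (standard error 0.08), while SAMD9 and GBP1 fell with -1.53 (standard error 0.09) and -0.98 (standard error 0.06).

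The core genes of PRC2, which the paper links to NBAT1, were lower on the arrays labelled NBAT1. EZH2, the catalytic subunit, had a log2 fold change of -0.74 (standard error 0.05, adjusted p = 2.89e-05 from limma; -0.71 within slide 1), EED of -0.64 (standard error 0.06, adjusted p = 0.00011; -0.58) and SUZ12 of -0.53 (standard error 0.05, adjusted p = 0.000218; -0.45). The probes of SUZ12 ranged from -0.53 to 0.84, and with their mean it was not called (-0.07, adjusted p = 0.353, with 1.01e-05 to 0.353 over its alternatives). PHF19 fell with -1.93 (standard error 0.05), while EZH1 rose with 0.99 (standard error 0.05) and JARID2, measured on 2 vector arrays, with 0.87 (standard error 0.09). Of 11 PRC2 members 3 were higher, 7 lower and 1 not called, a median of -0.53 (-0.45 within slide 1, camera adjusted p = 0.165). Of 40 developmental genes known as PRC2 targets, 11 were higher, 9 lower and 20 not called, a median of -0.11 (-0.02 within slide 1) against a mean of 0.05, with a camera adjusted p = 0.83 (direction down). HOXD1 rose with 1.72 (standard error 0.07) and WT1 fell with -1.85 (standard error 0.14). CDH1 had a log2 fold change of -0.26 (standard error 0.05, adjusted p = 0.00435; 0.14 after normexp, with 0.00223 to 0.14 over its alternatives), ERBB2 of -0.09 (standard error 0.05, adjusted p = 0.165), ESR1 of -0.17 (standard error 0.08, adjusted p = 0.106; past the threshold in 4 settings) and ACTB, with probes from -0.87 to -0.21, of -0.78 (standard error 0.07, adjusted p = 0.000137). The value of ESR1 rests on 1 of its 3 probes, and the others were not well above background on any array.

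Lists tied to invasion and cell identity did not pass the camera test. Proteases of invasion and their inhibitors (30 genes: 15 higher, 8 lower) had a median of 0.24 (0.22 within slide 1, camera adjusted p = 0.295), with MMP1, a collagenase, up at 1.60 (standard error 0.06) and its inhibitor TIMP3 down at -1.66 (standard error 0.14). Mesenchymal and EMT regulators (23 genes: 5 higher, 8 lower) had a median of -0.09 (-0.01, adjusted p = 0.691, direction down) and a mean of 0.13, with ACTA2 up at 2.68 (standard error 0.12) and SNAI1 at 2.24 (standard error 0.07). Epithelial and luminal breast markers (26 genes: 11 higher, 8 lower) had a median of -0.08 (0.05, adjusted p = 0.637, direction up) and a mean of 0.22. NF-kappaB targets (25 genes: 12 higher, 10 lower) had 0.13 (-0.04, adjusted p = 0.637), apoptosis regulators (35 genes: 18 higher, 10 lower) 0.16 (0.16, adjusted p = 0.396) and neuronal REST targets (23 genes: 3 higher, 10 lower) -0.14 (-0.16, adjusted p = 0.284).

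Metabolic and housekeeping lists did not pass the camera test in the fit reported here. Hypoxia and glycolysis genes (36 genes: 17 higher, 12 lower) had a median of 0.14 (0.04 within slide 1, camera adjusted p = 0.0708; passing after normexp at 0.00275, after quantile normalization at 0.0361 and with no filter at 0.0158, with 0.00275 to 0.711 over its camera alternatives), cholesterol synthesis (25 genes: 17 higher, 4 lower) 0.38 (0.37, adjusted p = 0.051; short of the threshold in 8 of 20 camera alternatives, passing in the others, with 0.00651 to 0.711) and heat shock genes (19 genes: 10 higher, 5 lower) 0.21 (0.23, adjusted p = 0.189). Oxidative phosphorylation genes (37 genes: 3 higher, 13 lower, or 2 and 11 over the list alone) had -0.08 (-0.13, adjusted p = 0.21), a list called by camera within slide 1 (adjusted p = 0.0237), with 0.0237 to 0.829 over its camera alternatives. Ribosomal proteins (39 genes: 5 higher, 2 lower, or 0 and 1 over the list alone) had 0.07 (0.02, adjusted p = 0.624) and housekeeping genes (20 genes: 3 higher, 13 lower) -0.26 (-0.34, adjusted p = 0.0923; 0.0119 with each probe counted, and 0.0119 to 0.622 over its camera alternatives). Among markers of other cells, fibroblast markers (9 genes: 3 higher, 5 lower) had a median of -0.18 (-0.10, adjusted p = 0.73, direction down) and a mean of 0.40, blood cell markers (12 genes: 2 higher, 6 lower) -0.29 (-0.11, adjusted p = 0.637) and sympathetic neuron markers (8 genes: 1 higher, 4 lower) -0.28 (-0.04, adjusted p = 0.396).

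The direction by label was opposite to the paper's, and 4 of the 4 called genes of Fig. 4c ran the other way. A swap of single arrays between the groups is argued against by the correlations, since the lowest between arrays of one label, 0.9955, exceeded the highest between labels, 0.9653. Scaling, background correction or the filter do not turn it. DKK1 had a log2 fold change of -4.22 after normexp, -4.38 after quantile normalization and -4.47 with scaling to the median. With either other filter it was -4.43. Over all 23 settings, many of which leave these steps unchanged, DKK1 was higher on the arrays labelled NBAT1 in 0. The scalings kept the median of all genes between -0.09 and 0.02, too little to turn a change of this size. A candidate explanation that stays open is that the labels of both groups were exchanged. This was not settled, because no probe was named for NBAT1 and none was sought by sequence or position. No biological explanation was tested, and one in which these transfections changed the genes opposite to the qRT-PCR samples runs against the paper's own statement that array and qRT-PCR match.

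Most tested genes passed the test in the fit reported here, and a minority did after normexp (4190 higher and 4510 lower of 20357) or with no filter on dim probes (6752 and 6170 of 29064). A difference between the slides is argued against as the whole cause, since NBAT1 replicate 1 correlated with the vector arrays of its own slide at 0.9648 at most and with the NBAT1 arrays of the other slide at 0.9955 at least, although this rests on 1 array labelled NBAT1. Of 10 splits of the 6 arrays into 3 and 3, only the real one (1 of 10) called as many as 13853 genes and the highest other called 0, but 10 splits are too few for a share under 0.05. Differences between cultures other than NBAT1 that follow the labels may contribute and were not tested.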
